A study of Homo sapiens with 2 samples. Its data were reported in "Overexpression of GATA1 Confers Resistance to Chemotherapy in Acute Megakaryocytic Leukemia" (2013).

How the data were processed

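The data come from a chromatin immunoprecipitation on promoter microarrays (ChIP-on-chip) in untreated Meg-01 cells, a human megakaryocytic leukemia cell line. DNA recovered with an antibody against the C-terminus of the transcription factor GATA1 (the IP) and DNA recovered with normal goat IgG (the background pull-down) were amplified after linker ligation, labeled with different dyes and hybridized together. Per the labels, Cy5 carried the IP and Cy3 the IgG. The promoter set consists of 2 arrays with different probes, called chIP1 and chIP2 here after the sample titles, so they are not replicates of each other. Each probe was therefore measured in 1 hybridization, with no replicate and no dye swap, and the number of arrays limits the precision of every value. No p-value across probes or genes was computed, and lists of genes were only placed among random lists as a description of these arrays. No paired analysis was possible because each array held different probes and no test over samples was run.

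The authors deposited the scanner output of each array. Per the file headers, the intensity values were made with Agilent Feature Extraction 9.5.3.1 and its ChIP protocol. The deposited processed intensities had a fitted spatial surface subtracted, were detrended by a multiplicative surface and were dye-normalized with a linear factor, with surrogate values for signals near background and no local background subtraction. The deposited mean and local background intensities carried no correction. The deposited log10 ratio of each spot was Cy5 over Cy3, that is IP over IgG, and the deposited p-value of each log ratio comes from the error model of the scanner software within 1 array. The deposited value table of the series holds the same log10 ratios. In the study, intra-array lowess and inter-array median normalization were followed by peak calling with the Whitehead error model and a peak shape step in commercial software. Those programs were not used here.

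The value of each probe here was log2 of the processed IP intensity over the processed IgG intensity, with the median of each array set to 0. Control spots, spots marked as non-uniformity outliers in either channel and probes well above background in neither channel were left out, and saturated spots were kept. Every genomic probe had 1 spot. Of 237210 and 237201 genomic probes on chIP1 and chIP2, 237004 and 236864 were kept. Windows were made of 3 adjacent probes with both neighbors within 1000 bp of the center probe. A window with a mean of at least 1, or 2-fold toward the IP, was called enriched (IP side), and a window with a mean of at most -1 was called depleted (IgG side). Enriched windows within 1000 bp of each other were joined into bound regions. The value of a gene was its highest window that held a probe annotated to it by the array, and for divergent promoters both genes were counted. The median of each gene list was set against 10000 random lists of the same size. Each random gene was drawn from the 200 genes of the same array that were nearest to the listed gene in number of windows and mean log intensity.

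Before the data were examined, the threshold, the alternatives, the lists and the rule for named genes were fixed. The known GATA1 target list held 30 genes of the erythroid and megakaryocytic lineages, of which 28 were found on the arrays and 27 had a window. The unrelated list held 25 genes of other tissues, of which 24 were found and 23 had a window. The study list held the 45 genes that the study tabulated for their roles in the cell cycle, apoptosis or proliferation, taken by the study from its longer list of genes that were both bound and changed after GATA1 knockdown. All 45 were matched by accession, and the longer list was not used here. Genes named in the text are the 5 promoters that the study checked by PCR, genes that its text names, the 10 bound regions with the highest window among regions with at least 2 enriched windows, and members of the known list with an enriched window. Any other gene named was chosen after its values had been seen. The 95th percentile of the random lists was taken as the threshold for a list after the values of single genes, but not of the lists, had been seen.

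The alternatives were loess of the log ratio on intensity within each array, normexp background correction with an offset of 50 on the mean and background intensities, the series value table, no filter on dim probes, a filter on both channels, single probes, windows of 5 probes, thresholds of 1.5-fold, 3-fold and 4 robust SDs, joining within 500 bp, and, for 2 lists, the mean of all probes of a gene. In a further alternative after the manner of the Whitehead model, the deposited p-value of the center probe had to be under 0.001 and that of at least 1 neighbor under 0.1, with the same sign. Removal of the trend on distance to the transcription start, in steps of 500 bp out to 6000 bp, was added after the data had been seen. Correction for GC content and the count of GATA motifs in enriched windows were not run, because probe sequences and a genome of the build of the probes were not used here.

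The procedure was tested on simulated log ratios at the 473868 probe positions, with the SD of each array and the correlation of neighboring probes found in the data (0.608). With nothing inserted, 40678 windows were called on the IP side and 40279 on the IgG side, so that calls at 2-fold arise without binding. These numbers follow from the SD and correlation taken from the data and are no estimate of the false calls among the reported windows. Among 200 inserted bound regions of 3 probes, the center window was called in 27 of 67 with a rise of 1 on the log2 scale, in 61 of 67 with a rise of 2 and in 65 of 66 with a rise of 3. Of 200 random lists of 27 genes left unchanged, 12 lay at or above the 95th percentile. All 50 lists raised by 0.5 did so. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.

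Positions are given as the array annotation states them. The files do not name the genome build. The position of a transcription start implied by the annotation lay within 1000 bp of the GRCh38.p14 start of the same gene for 33 of 12688 genes, so the positions are not those of that assembly, which was used for gene names only.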

Results

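To map where GATA1 sits on promoters in megakaryocytic leukemia cells, GATA1 ChIP DNA from Meg-01 cells was compared with IgG pull-down DNA on a set of 2 promoter arrays. The GATA1 protein binds DNA at GATA sequences and regulates genes of red cells and platelets. The chIP1 array covered chromosomes 1 to 9 and part of 10, and the chIP2 array covered the rest of chromosome 10 and the remaining chromosomes. The median distance between adjacent probes was 177 bp on chIP1 and 178 bp on chIP2. On chIP1, 99.8% of the genomic probes were well above background in the IP channel and 99.4% in the IgG channel, and on chIP2 these shares were 99.7% and 99.3%. The raw signals were nevertheless low. On chIP1 the median mean signal was 543 in the IP channel and 412 in the IgG channel, against 342 and 303 for the negative control spots. On chIP2 it was 544 and 440, against 340 and 303. The SD of log2(IP/IgG) over all kept probes was 0.97 on both arrays. A control probe spotted 480 times on each array had an SD of 0.05 on chIP1 and 0.04 on chIP2, which covers the error of spotting and scanning only. Because each probe was measured in 1 hybridization, no error between samples can be given for any value below.

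The first comparison was the number of windows that leaned to the IP against the number that leaned to the IgG, the background measured on the same arrays. Of 415403 windows on both arrays, 31660 were enriched at least 2-fold in the IP, and 40097 were at least 2-fold toward the IgG. The IP side thus made up 44.1% of the windows past the threshold. On chIP1, 16659 windows (7.98%) were on the IP side and 20276 (9.71%) on the IgG side. On chIP2 the numbers were 15001 (7.26%) and 19821 (9.59%). The excess on the IgG side was also present at 8-fold, where chIP1 had 88 windows on the IP side and 157 on the IgG side, and chIP2 had 76 and 209. The number of enriched windows was therefore not above the number on the IgG side. With loess on intensity the sides were nearly equal, with 34187 windows on the IP side and 34464 on the IgG side. With normexp background correction the numbers fell to 13517 on the IP side and 10373 on the IgG side, and the side with more windows changed to the IP.

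**Figure D1:**
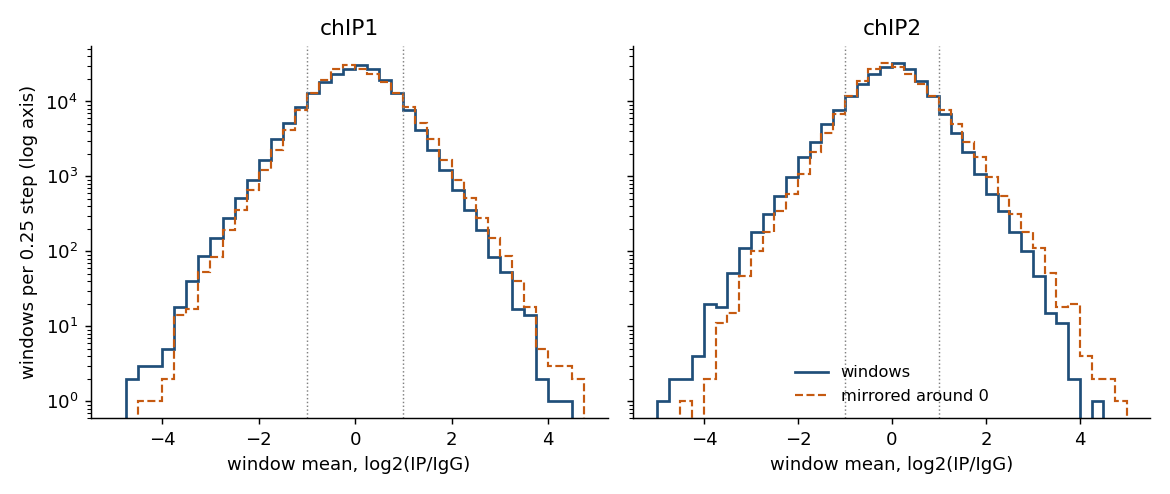
Number of 3-probe windows (vertical axis, log scale) by their mean log2(IP/IgG) (horizontal axis, steps of 0.25) on chIP1 and chIP2. The solid line gives the windows, the dashed line the same windows mirrored around 0, and the dotted lines mark 2-fold. Beyond 2-fold the IgG side held more windows than the IP side on both arrays.

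The dimmest probes contributed most to the windows on both sides, and more to the IgG side. When the windows of chIP1 were divided into 4 equal groups by mean intensity, 5742 of the 52194 dimmest windows were on the IP side and 10231 (19.6%) on the IgG side. In the brightest group of 52194 windows, 3627 (6.95%) and 998 (1.91%) were. On chIP2 the shares were 11.6% and 20.2% in the dimmest group and 5.43% and 1.75% in the brightest. The SD of the window means fell from 0.98 to 0.56 on chIP1 and from 1.01 to 0.53 on chIP2 between the dimmest and the brightest group.

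The balance between the sides depended on the distance to the transcription start. From 500 bp upstream up to the start, 11.1% of the windows were on the IP side and 4.62% on the IgG side. Between 4000 and 2000 bp upstream, the shares were 6.52% and 14.5%. Within 500 bp of a start, the IP side held 7989 windows and the IgG side 3215, so that the IP side made up 71.3% of the windows past the threshold, against 39.1% elsewhere. This difference was present on both arrays, with 73.3% against 39.8% on chIP1 and 69.1% against 38.3% on chIP2. It kept its direction with loess (72.6% against 45.8%), with normexp (86.6% against 45.1%) and with the series values (71.2% against 39.1%).

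**Figure D2:**
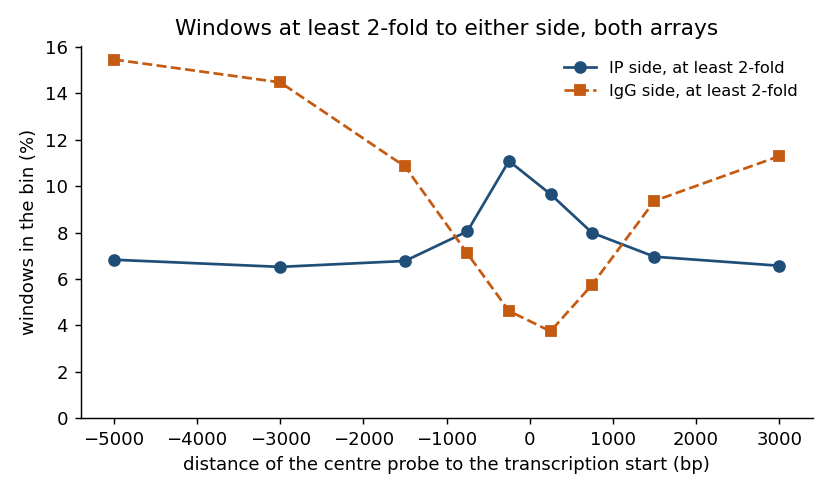
Share of 3-probe windows (vertical axis, percent of the windows in each distance bin, both arrays) that were at least 2-fold to the IP side (circles, solid line) or to the IgG side (squares, dashed line), by the distance of the center probe to the transcription start (horizontal axis, bp, negative upstream). The IP side was highest, at 11.1%, in the 500 bp upstream of the start, where the IgG side was at 4.62%.

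Joining the enriched windows gave 12155 bound regions, of which 8285 held at least 2 enriched windows. The same procedure on the IgG side gave 13078 regions, of which 8954 held at least 2 windows. The number of bound regions ranged from 260 at 4 robust SDs to 28435 with single probes. In the reported setting, the highest window was in the promoter annotation of FBN1, on chromosome 15 from 46726007 to 46726379, with a mean log2(IP/IgG) of 4.40 and single probes between 2.35 and 5.65. It was followed by windows near OR9A4 on chromosome 7 from 141069480 to 141069984 (mean 4.38) and inside UTP15 on chromosome 5 from 72901892 to 72902234 (mean 4.10). The other regions among the 10 highest were annotated to TBX22, BCORL1, IL6, FGF2, KIAA2022, WDR64 and CDYL2, with window means between 3.63 and 3.93. The probes of these 10 windows were dim, with intensities between the 3.76th and the 20.8th percentile of their array. With normexp, the highest windows of 6 of these 10 genes were below 2-fold, including FBN1 (0.99), and the remaining 4 included IL6 (1.87) and OR9A4 (1.51). When both channels of each probe had to be well above background, the highest window of FBN1 fell to 0.91, also below 2-fold, that of FGF2 to 1.25 and that of OR9A4 to 3.05, and UTP15 (3.92) was the highest of the 10. The exact ratios and the order of these dim regions are therefore not determined by the arrays.

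The arrays named 17279 genes, of which 17054 had at least 1 window. An enriched window was found for 9732 genes, or 57.1% of the genes with windows. A window on the IgG side was found for 9022 genes, and 5336 genes had both. An enriched window was therefore common among genes. The background for each gene list below was taken from its matched random lists and not from this share, which is not matched on window number or intensity. Under the error model of the scanner software, 14521 genes (85.1%) had a called window on the IP side, and at 4 robust SDs 257 genes (1.51%) did.

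As a check of the arrays, the study tested 5 promoters by PCR. All 5 of these genes had an enriched window somewhere among their probes. Whether these windows overlap the regions amplified by the study was not examined. The count of 5 genes was also reached by the 95th percentile of matched random lists, so it could not set these promoters apart. The median of their highest windows was 1.79, at the 94.7th percentile of matched random lists (median 1.31, 5th to 95th percentile 0.86 to 1.80). The median of the means of all their probes was 0.29, at the 98.1st percentile, and that of their lowest windows was -0.80, at the 98.3rd percentile. Because these promoters were picked to check results of the same arrays, their place is not independent evidence. The highest window of VEGF had a mean of 2.45 and was inside the gene, on chromosome 6 from 43847800 to 43848123, with the center probe 2059 bp downstream of the start. It ranked at the 96.7th percentile of the genes on its array. The highest window of TNF, on chromosome 6 from 31650940 to 31651265 in the promoter, had a mean of 2.06 (92.2nd percentile). RUNX3 had a highest window of 1.79 inside the gene on chromosome 1 from 25000540 to 25000954 (85.4th percentile). For ANXA5 the highest window was 1.501 in the promoter on chromosome 4 from 122979916 to 122980452 (74.0th percentile). For IGFBP7 it was 1.37 in the promoter on chromosome 4 from 57821208 to 57821875 (67.3rd percentile), and it fell to 0.80, below 2-fold, with normexp. At 3-fold, 3 of the 5 genes had a called window.

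The study reported binding of GATA1 to the promoter of BCL2L1, which encodes Bcl-xL, by ChIP with PCR in Meg-01 cells. It also reported activation of that promoter by GATA1 in a reporter assay. On these arrays BCL2L1 had no enriched window. Its highest window had a mean of 0.68, on chromosome 20 from 29774981 to 29775415 with the center probe at -934 bp relative to the start, and ranked at the 21.9th percentile of the genes on its array. That window lay upstream of the region the study amplified around the start. No value was taken here for the amplified region alone, so the arrays do not decide on the binding reported there. The highest window of GATA1 itself was 1.63, on chromosome X from 48401427 to 48401756, 404 bp downstream of the start (82.4th percentile). The study also measured transcripts of MYCN, IL1A, CD34, EVI1 and NCAM1 by RT-PCR after GATA1 knockdown. Among these genes, MYCN is also in the study list and had a highest window of 2.56 (97.6th percentile). The highest window was 1.56 in IL1A (76.8th percentile), 1.35 in CD34, 1.19 in EVI1 (54.97th percentile) and 1.04 in NCAM1 (48.6th percentile). Windows above 2-fold were common among genes, so they do not set EVI1 and NCAM1 apart from other genes of their arrays. The window of NCAM1 was below 2-fold with normexp, with 5-probe windows and after removal of the distance trend. DYRK1A had a highest window of 0.96, below 2-fold. With single probes its highest value was 1.26, above 2-fold.

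Whether the lineage genes taken here as known GATA1 targets stood apart was examined with the lists. The median highest window of the 27 known GATA1 target genes was 1.35. Matched random lists had a median of 1.13 (5th to 95th percentile 0.97 to 1.32), and the known list lay at the 97.3rd percentile. It moved most with single probes, where it lay at the 72.3rd percentile. An enriched window was present in 22 of the 27 genes, against a median of 17 (13 to 21) in matched lists. Among these 22 genes the highest windows ranged up to 2.51 in VWF, 2.24 in FLI1, 1.91 in MYB, 1.85 in TAL1, 1.77 in GATA2 and 1.77 in NFE2. The window of VWF was inside the gene, 173255 bp downstream of the start, and is thus not a promoter window. Those of FLI1, MYB, TAL1, GATA2 and NFE2 were in the promoter annotation, with center probes at -5279, -606, -2655, -4557 and -8992 bp relative to the start. ITGA2B had 1.44 in the promoter at -580 bp, with the lowest of the 3 probes at 1.41. The other genes with an enriched window were ALAS2, ANK1, GATA1, GP1BA, GP6, GP9, HBB, KLF1, LYL1, PF4, RUNX1, SELP, SLC4A1, TUBB1 and ZFPM1. With normexp, the highest windows of VWF (0.95), GP9 (0.99), PF4 (0.41) and SELP (0.66) were below 2-fold. With 5-probe windows, those of ALAS2, GP6, GP9, LYL1, PF4, SELP and SLC4A1 were below 2-fold. An IgG-side window was present in 11 of the 27 genes.

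The median highest window of the 23 unrelated genes was 1.22, at the 52.9th percentile of matched lists (median 1.21, 5th to 95th percentile 1.02 to 1.46). An enriched window was present in 15 of them, against a median of 16 (12 to 19), and an IgG-side window in 19 of the 23. The median of the 45 genes of the study list was 1.71, above all 10000 matched lists, whose medians had a 5th to 95th percentile range of 1.06 to 1.39. An enriched window was present in 43 of the 45, against a median of 30 (25 to 35). The exceptions were CDH1 (0.72) and RBP4 (0.51), named after their values had been seen. An IgG-side window was present in 25 of the 45 genes. The study chose these genes on the same arrays, and by their function from a longer list, so they are not independent evidence.

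**Figure D3:**
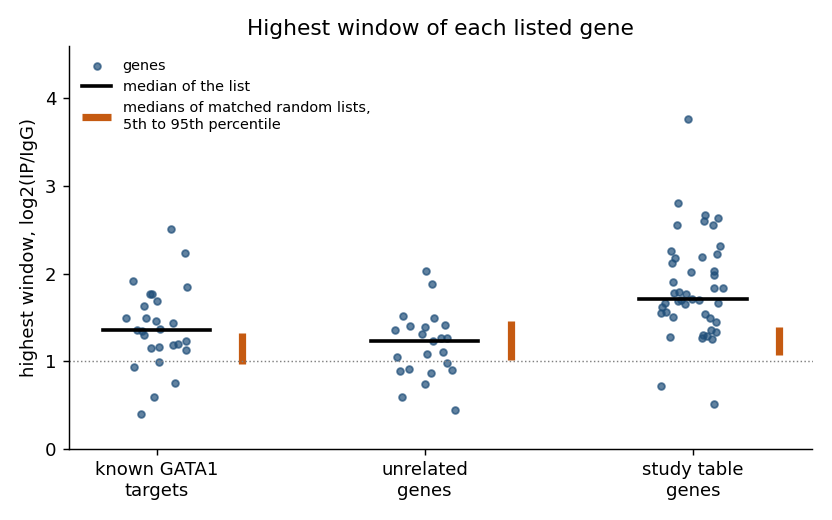
Highest 3-probe window of each gene (vertical axis, log2(IP/IgG)) in the known GATA1 target list, the unrelated list and the list tabulated by the study (horizontal axis). Points are genes, black lines the list medians, orange bars the 5th to 95th percentile of the medians of 10000 matched random lists, and the dotted line marks 2-fold. The medians were 1.35, 1.22 and 1.71, and that of the unrelated list lay inside the range of its random lists.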

Values the study reported

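The study reported 3210 differentially expressed probes in the GATA1 knockdown clones, of which 1521 were lower and 1689 higher than in the control. Comparing their accession numbers with those of genes at ChIP-on-chip peaks gave 317 genes in common.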

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

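The removal of the trend on distance to the transcription start, and the share of windows on the IP side, were added after the data had been seen. The other alternatives were fixed before the data were examined.

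Loess, the series values, both changes of the filter on dim probes, joining within 500 bp and removal of the distance trend left all counts of windows, regions and genes that they were run on within 1.5 times the reported values. Other settings moved the counts. With normexp the numbers were 13517 enriched windows, 10373 depleted windows, 5721 bound regions and 5650 genes, and the IP side rose from 44.1% to 56.6% of the windows past the threshold. This reversed which side had more windows. The IP share was 49.8% with loess. With single probes the numbers were 55788 enriched and 68286 depleted probes, 28435 regions and 14883 genes. Windows of 5 probes gave 17613 enriched and 24142 depleted windows, 5940 regions and 5644 genes. At 1.5-fold there were 80014 enriched and 87228 depleted windows and 21165 regions, and at 3-fold 7444, 11396 and 3848, with 3517 genes and 3 of the 5 PCR-checked promoters. At 4 robust SDs there were 354 enriched and 714 depleted windows, 260 regions and 257 genes, 0 of the 5 PCR-checked promoters and 2 of the 45 genes of the study list, and the IP side held 33.1% of the windows past the threshold. The scanner error model gave 62382 enriched and 72315 depleted windows and 21326 regions. The changes with the threshold and the window size follow from their construction. The offset of 50 used with normexp pulls the log ratios of dim probes toward 0 by construction, which can lower the counts on both sides. How far this accounts for the changes with normexp, including the reversed order of the sides, was not tested.

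The known GATA1 target list stayed above the 95th percentile with loess, normexp, the series values, both filters, 5-probe windows and the mean of all probes. It fell to the 72.3rd percentile with single probes and to the 93.2nd after removal of the distance trend, and reached the 99.9th with normexp. The cause of the fall with single probes was not tested. The unrelated list ranged between percentiles of 6.61 and 60.2 and passed the 95th under no alternative run. The study list was at a percentile of at least 99.88 in all alternatives run on it. For the 44 genes named by the rule, including those of the 10 highest bound regions, 329 of 352 values under the alternatives stayed on the same side of 2-fold and 23 did not. Of these 23, 12 were with normexp and 8 with 5-probe windows. For the genes of the 10 highest bound regions, 7 of 80 values fell below 2-fold, 6 of them with normexp and 1 with the filter on both channels. Part of the agreement in both counts was fixed in advance. The series values hold the same log ratios, and leaving out the filter on dim probes added few windows. A window mean also cannot exceed its highest probe. With the series values and without that filter all 44 genes kept their side, and with single probes 43 did. These settings therefore say little about how stable the calls are. Correction for GC content and the motif count were not run.

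Signals were low over background, with a median IP signal on chIP1 of 543 against 342 for its negative controls, and the window means of the dimmest group on chIP1 spread most (SD 0.98, against 0.56 in the brightest), which limits the precision there. Both changes of the filter on dim probes removed or added few windows and gave 31722 and 30181 enriched windows, so they do not show how far the low signal limits the counts.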

Other observations

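The tests on control probes, on the IP share after loess, on neighboring spots, on the spread around strong probes and on the depleted windows and the excess left after the distance trend was removed were chosen after the result had been seen in whole or in part.

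More windows leaned to the IgG (40097) than to the IP (31660). The order was the same in the other settings in which both sides were counted, except normexp, where it was reversed. The control probes argued against noise of spotting and scanning as the cause. On both arrays, 2395 control probes with 1 spot each, from the 5th to the 95th intensity percentile of the genomic probes, had an SD of 0.96 and a Pearson correlation of 0.985 between the arrays, across probes that are not independent replicates, and the SD of their difference was 0.169. Random error of single spots was thus small beside the spread. Effects of dye or hybridization that belong to a probe would also repeat between the arrays and stay open, since no dyes were swapped, and the files do not state what these control probes target. Position on the slide had at most a very small part, since the largest correlation between neighboring spots in a row was 0.00527 (standard error 0.00208) in the processed values, from which a fitted spatial surface had been subtracted, and 0.00601 in the uncorrected mean signals. Dye bias that changes with intensity was not the whole cause of the depleted windows, of which 34464 were left after loess, compared with 40097. The excess of the IgG side over the IP side nearly vanished, however, from 8437 to 277 windows, and the IP share rose from 44.1% to 49.8%. The trend of the log ratio with intensity may therefore account for most of the excess, although loess centers the ratio at each intensity and so removes part of it by construction. What makes the trend was not tested. Removing the trend on distance to the transcription start left 36053 depleted windows, lowered the excess to 4050 and raised the IP share to 47.0%, so that this trend may account for part of the excess but was not the whole cause of it. Random loss and uneven amplification of DNA fragments cannot be told apart from other causes. The shift spread farther on the IgG side, but the yield and fragment length of each pull-down are not known here, and a difference in these could give an unequal spread. Around 12210 probes at or below -2, the mean shift fell to 50% of its value at a distance of 227 bp, and around 11151 probes at or above 2 at 131 bp. The ratio of these distances was 1.74 (95% interval 1.65 to 1.90 over 1000 resamples of 25 chromosome parts), and 1.49 (1.44 to 1.59) after the level beyond 2000 bp was subtracted. GC content was not tested, and no biological explanation was tested for the IgG side.

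Windows near transcription starts leaned to the IP, most within 500 bp and less between 500 and 1000 bp, where the IP side made up 53.1% of the windows past the threshold upstream and 58.1% downstream. In the bins farther out, up to 6000 bp upstream and 4000 bp downstream, they leaned to the IgG. Dye bias that changes with intensity was not the whole cause, since the IP side still made up 72.6% of the windows past the threshold within 500 bp of a start after loess, compared with 45.8% elsewhere. A candidate explanation is that the antibody recovered more promoter DNA than the IgG did whether or not GATA1 was bound there. GC content, which differs between promoters and their surroundings, and the openness of promoter chromatin both stay open, since neither was tested.

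The known GATA1 targets lay at the 97.3rd percentile of matched lists. After the trend on distance to the transcription start was removed, the list lay at the 93.17th percentile, below the threshold fixed for it, so distance to the start may explain part of its place. A shift of the whole locus cannot be told apart from local windows, because the median of the lowest windows lay at the 65.95th percentile, within the range of matched lists, while the mean of all probes lay at the 95.39th. The random lists were matched on array, number of windows and intensity, but not on the openness of promoter chromatin in these cells. Openness and binding by GATA1 therefore both stay among the open explanations.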
